A study of Homo sapiens with 15 samples.

How the data were processed

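FOXA1 chromatin immunoprecipitation followed by sequencing (ChIP-seq) was measured in 22Rv1 cells, an established human prostate carcinoma line. The series held 15 samples: 12 FOXA1 ChIP libraries, each with its own peak list, and 3 input libraries, whose files were not analysed here. Of the lists, 6 came from parental cells and 6 from engineered cells that stably expressed the Y36C form of PHF5A together with a doxycycline-inducible FOXA1. The induced protein was wild type (WT) in one line and carried the C258A change in the other. Each group had 1 library, so no difference between conditions has a replicate check, no test between conditions was made and no p-value is given.

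Per the labels' protocols, cells received DMSO at 0.1%, the stereoprobes WX-02-23 or WX-02-43 at 20 µM, or PladB, for 3 h. The labels disagree on the PladB dose of the parental sample: its own treatment label gives 100 nM, and the shared treatment protocol gives 10 nM for parental cells. Per the labels, cells were fixed with 1.1% formaldehyde, chromatin was sonicated, and libraries were built with a ThruPLEX kit. The labels give neither a time nor a dose for the small interfering RNAs or for doxycycline. Aligner, peak caller, its version, thresholds, control used for calling, and genome build are not stated in the labels.

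Each deposited file was a BED list without a header, with 5 columns for chromosome, start, end, a peak name and a score. The peak names begin with MACS, the name of a peak caller. The score is the authors' own value for each peak, as deposited, and neither the files nor the labels state its definition. No deposited score was below 90, and the highest in each list lay between 3100 and 3233. The values have the form of a scaled log p-value from an early MACS version, which was inferred and not stated. Scores were used only to rank or stratify peaks within a list. One list was deposited per library, so peaks were not called on pooled samples. No pair of lists was identical, and no list held overlapping neighbours.

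The genome build was inferred. Peaks reached position 249239322 on chromosome 1 and 59361844 on chromosome Y, which lie beyond the ends of those chromosomes in GRCh38 and within them in GRCh37 (hg19). Starts in the files were read as counted from 0, and positions are printed counted from 1. No genome or annotation of that build was used here. The gene table used here is of GRCh38.p14, so none of its coordinates was set against the peaks, and it served only to count protein-coding genes per chromosome. For that reason several planned analyses were not run: forkhead motif content and other sequence words, the share of peaks at promoters, the nearest gene of each named peak, and peak counts around 7 genes fixed in advance.

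Peaks of 2 lists were taken as shared when they overlapped by at least 1 bp (bedtools 2.31.1). For a pair of lists, kept is the share of control peaks that overlap a peak of the treated list, lost is the rest, and gained counts treated peaks that overlap no control peak. Shares carry Wilson 95% binomial intervals (scipy 1.17.1), which cover counting error only and treat peaks as independent. The chance level of a share came from 20 circular shifts of the other list along each chromosome. Read totals per library were not analysed here, so the sequencing depth behind each list is unknown, and the number of peaks called moves with depth and enrichment as well as with binding. For this reason comparisons were repeated with lists reduced to equal numbers of their highest-scoring peaks.

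Site sets were built from the parental lists. Sites called with WX-02-23 alone overlapped no peak of the DMSO, WX-02-43, PladB or control siRNA lists. Sites lost with WX-02-23 were DMSO peaks called with WX-02-43, PladB and control siRNA but not with WX-02-23. The second set was defined after the lists had been examined. Peaks named by position followed a rule fixed before the data were examined. The gained ones are the 3 with the highest score among peaks called with WX-02-23 alone that were called in WT cells with WX-02-23 and not in C258A cells with WX-02-23. The lost ones are the 3 with the highest score among DMSO peaks called with WX-02-43, PladB and control siRNA and in C258A cells with WX-02-23, but neither in parental nor in WT cells with WX-02-23.

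Retention at lost sites was set against random lists matched on score. The DMSO list of each engineered line was split into 10 bins by score, and 10000 control lists of equal bin sizes were drawn with replacement from peaks at sites that all 5 parental lists shared, knockdown aside. Peaks called with WX-02-23 in the engineered lines at sites of parental WX-02-23 alone were treated likewise, with the other peaks of the same list as controls and absence from the DMSO list as the outcome. WX-02-23 peaks gained in parental cells were set against score-matched WX-02-23 peaks shared with DMSO in the same way, with a siFOXA1 peak as the outcome. For differences between the lines, the counting error of the case peaks was added by binomial draws. Unless stated otherwise, the range given is from the 2.5 to the 97.5 percentile of those lists. It describes these libraries and is not a test between conditions. To judge overlaps among comparisons that share the DMSO list, the peaks of the 5 parental lists were merged into 42234 sites, and the lists calling each site were reassigned at random, weighted by list length, in 20 simulations. The overlap and matching steps were tested on simulated data made from the parental DMSO list of 30557 peaks. All 500 planted additions were recovered, a planted deficit of -9.32 percentage points came back as -9.51, and a simulation without a deficit gave -0.195. Apart from the planted deficit, the choice of case peaks and their retention depended on score alone in the simulated data. A choice of sites by their calls in another list, as for the lost sites, was not simulated.

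Alternatives fixed before the data were examined were a reciprocal overlap of 50%, a gap of up to 500 bp, the top 50% of peaks by score in both lists or in the queried list alone, lists of equal size, autosomes alone, and a definition of gained sites by 4 parental lists. Alternatives for the lost sites and for the matched comparisons, and one length for both lines in the induction comparison, were chosen after seeing the data. A count was taken as moved when it changed by more than 1.5 times, and a share when it left its interval. Calculations used Python 3.11.15 and numpy 2.4.6.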

Results

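FOXA1, a forkhead pioneer transcription factor, was profiled by ChIP-seq in 22Rv1 cells under 12 conditions with 1 library each. Parental cells received DMSO, the stereoprobes WX-02-23 or WX-02-43, PladB (pladienolide B, a compound that binds the splicing factor complex containing PHF5A), a small interfering RNA against FOXA1 (siFOXA1) or a control one (siControl). Engineered cells carried doxycycline-inducible WT or C258A FOXA1 in a background expressing Y36C-PHF5A. Each line was profiled without doxycycline, with doxycycline and DMSO, and with doxycycline and WX-02-23. The study title describes covalent small molecules, and the C258A line replaces a cysteine of FOXA1, so the design asks whether a change in FOXA1 location with WX-02-23 depends on that residue.

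The lists held between 3018 and 34119 peaks. In parental cells, 30557 peaks were listed with DMSO, 33121 with PladB, 17217 with WX-02-23, 18228 with WX-02-43, 34119 with siControl and 3018 with siFOXA1. In WT cells, 8575 peaks were listed without doxycycline, 31735 with doxycycline and DMSO, and 25849 with doxycycline and WX-02-23. In C258A cells the corresponding numbers were 12752, 13299 and 20609. Median peak widths ranged from 443 to 773 bp. The parental DMSO list covered 23.1 Mb and the parental WX-02-23 list 12.2 Mb. Because each group had 1 library and its read depth is unknown, the differences below describe these libraries and could not be set against a spread between replicates.

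**Figure D1:**
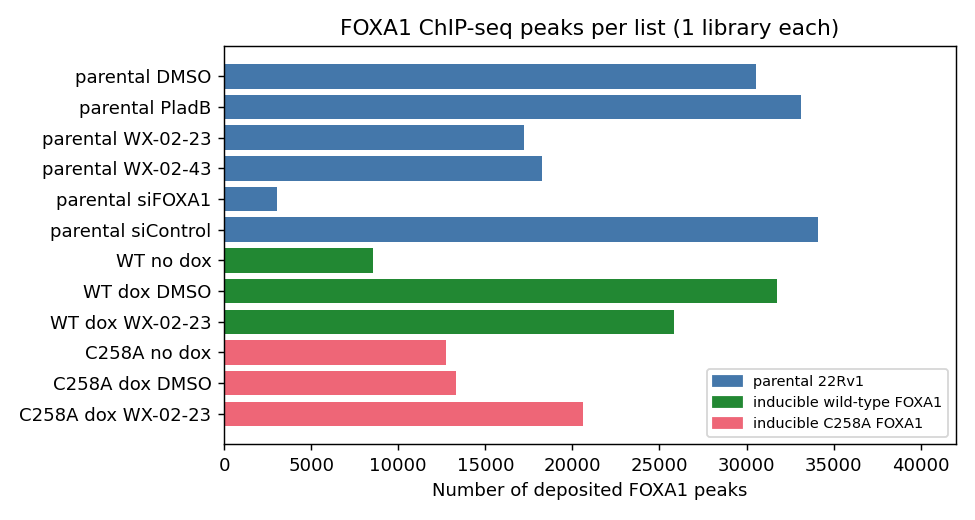
Number of deposited FOXA1 peaks (x axis) in each of the 12 lists (y axis), 1 library per bar, coloured by cell line. Parental siFOXA1 has 3018 peaks and parental siControl 34119, and with WX-02-23 the number is lower than with DMSO in parental and WT cells and higher in C258A cells.

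The knockdown shows which peaks were still called with siFOXA1. How much FOXA1 remained was not analysed here, so these peaks cannot be taken as the background of the assay. Of the 34119 siControl peaks, 3.84% (95% interval 3.64 to 4.05%) overlapped a siFOXA1 peak, against a mean of 0.145% after circular shifts. Among the 10% of siControl peaks with the highest scores, 22.0% were still called. Of the 3018 siFOXA1 peaks, 1685 (55.8%, 54.1 to 57.6%) overlapped no siControl peak. The alternative that moved the kept share most was a reduction of both lists to 3018 peaks, which gave 23.0%.

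The parental DMSO and siControl lists served to set the level of agreement between separate libraries. Cells received DMSO for the first and a control siRNA for the second, so the level includes any effect of that difference. Of the DMSO peaks, 88.1% (87.8 to 88.5%) were called with siControl, and 7331 siControl peaks (21.5%) had no DMSO peak. PladB lay at the same level: 88.2% (87.8 to 88.5%) of DMSO peaks were called, and 6411 PladB peaks (19.4%, 18.9 to 19.8%) had no DMSO peak. By this measure PladB did not differ from DMSO more than siControl did.

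The comparison of WX-02-23 with DMSO asks where FOXA1 was called after exposure to the stereoprobe. With WX-02-23, 47.2% (46.6 to 47.8%) of DMSO peaks were called, against a chance level of 0.842%, and 16135 were lost. A total of 2667 WX-02-23 peaks (15.5%, 15.0 to 16.0%) overlapped no DMSO peak. With WX-02-43, 55.5% (54.9 to 56.0%) of DMSO peaks were called, and 1111 peaks (6.10%, 5.76 to 6.45%) had no DMSO peak. The setting that moved the WX-02-23 share most compared the top 50% of DMSO peaks with the whole WX-02-23 list and gave 72.6%. The gained count moved most under that kind of setting too, to 432 peaks.

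Both stereoprobe lists were shorter than the DMSO list, so the lists were also compared by score and at equal length. Of the 10% of DMSO peaks with the highest scores, 97.5% (96.9 to 98.0%) were called with WX-02-23, and all 3056 with WX-02-43, PladB and siControl. In the next 10% the shares were 88.7% (87.5 to 89.8%) with WX-02-23 and 99.6% (99.3 to 99.8%) with WX-02-43. In the 10% after that they were 74.4% and 94.9%. In the 10% with the lowest scores the order turned round, with 11.8% for WX-02-23 and 10.0% for WX-02-43. With every list reduced to its 17217 highest-scoring peaks, 68.6% (67.9 to 69.3%) of DMSO peaks were called with WX-02-23, 80.7% (80.1 to 81.3%) with WX-02-43, 88.2% with PladB and 86.8% with siControl. At that length 2667 WX-02-23 peaks were absent from the whole DMSO list, against 880 for WX-02-43, 207 for PladB and 299 for siControl. This cut keeps the whole WX-02-23 list and drops the weaker peaks of the PladB and siControl lists. Part of the contrast with them therefore follows from the cut. With the DMSO list reduced as well, the counts were 5247 for WX-02-23, 3149 for WX-02-43, 2097 for PladB and 2311 for siControl. Compared directly, 67.5% (66.9 to 68.2%) of WX-02-43 peaks were called with WX-02-23, and 4919 WX-02-23 peaks (28.6%) had no WX-02-43 peak.

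**Figure D2:**
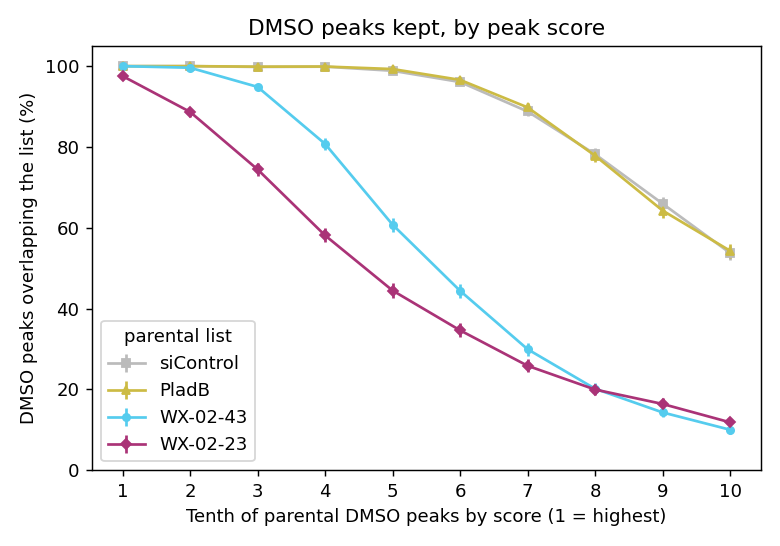
Share of parental DMSO peaks (y axis, %) that overlap a peak of the siControl, PladB, WX-02-43 or WX-02-23 list, for DMSO peaks in 10 equal groups from the highest to the lowest score (x axis). Bars are Wilson 95% intervals; in the group ranked second, 88.7% were called with WX-02-23 and 99.6% with WX-02-43.

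The gained and lost sites were then narrowed with the other parental lists. Of the 2667 gained sites, 1520 (57.0%, 55.1 to 58.9%) were called in none of the DMSO, WX-02-43, PladB and siControl lists. The corresponding set for WX-02-43 held 309 sites. The median score of the 1520 sites was 119, against 197 for all WX-02-23 peaks. In the other direction, 16547 DMSO peaks were also called with WX-02-43, PladB and siControl, and 4779 of these (28.9%, 28.2 to 29.6%) were lost with WX-02-23. Their median DMSO score was 266, against 567 for the 11768 that were kept. Of the 13792 DMSO peaks called with WX-02-23, PladB and siControl, 2024 (14.7%, 14.1 to 15.3%) were lost with WX-02-43.

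Doxycycline induction was compared within each engineered line. In WT cells, 73.3% (72.4 to 74.2%) of the peaks called without doxycycline were called with it, and 25519 of the induced peaks (80.4%) had no partner without it. In C258A cells 35.2% (34.4 to 36.0%) were called with it, and 8802 induced peaks (66.2%) had no partner. With the lists of both lines reduced to 8575 peaks, a setting chosen after seeing the data, the kept share was 34.2% (33.2 to 35.2%) in WT and 33.1% (32.1 to 34.1%) in C258A cells, with overlapping intervals. Without doxycycline, 95.5% of WT peaks and 92.8% of C258A peaks were parental DMSO peaks, whereas with doxycycline and DMSO 35.7% and 40.4% were. Of the C258A peaks called with doxycycline and DMSO, 850 (6.39%) were absent from the corresponding WT list.

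**Figure D3:**
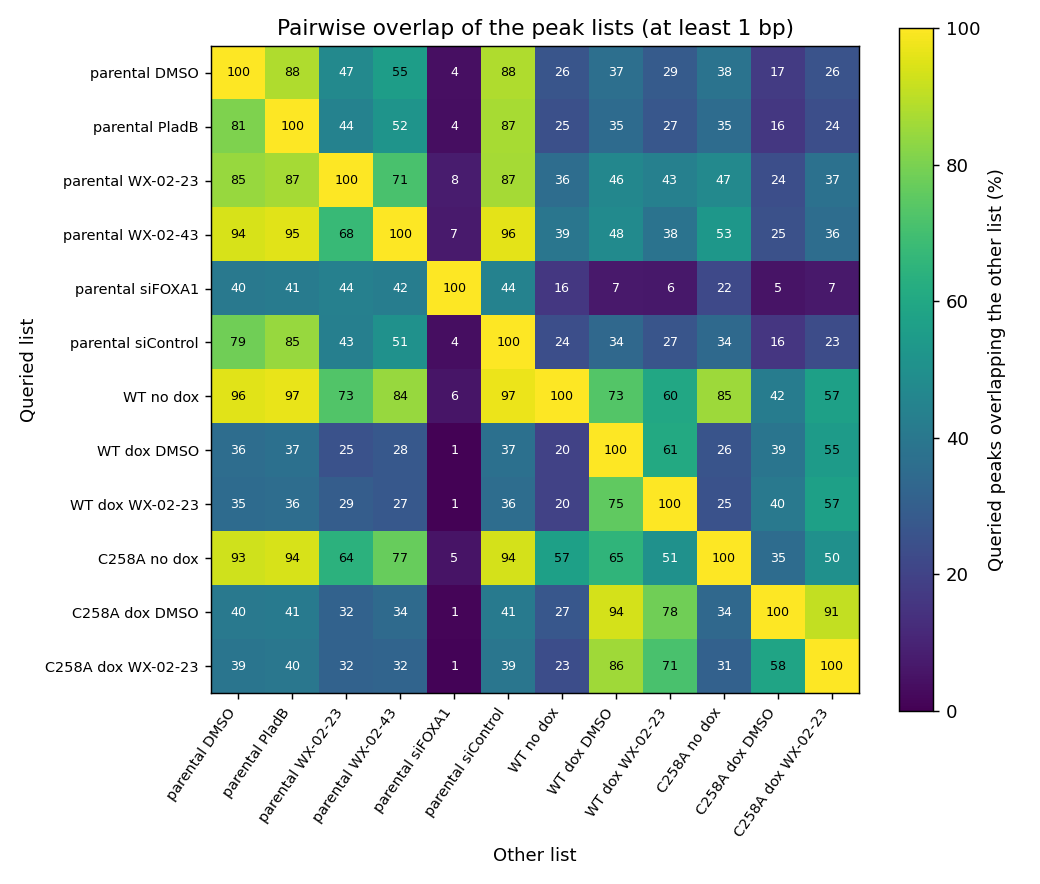
Share of the peaks of each queried list (rows) that overlap a peak of the other list (columns) by at least 1 bp, in percent, for all 12 lists. Without doxycycline, 95.5% of WT and 92.8% of C258A peaks are parental DMSO peaks, and with doxycycline and DMSO 35.7% and 40.4% are.

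WX-02-23 was compared with DMSO in induced cells of each line. In WT cells, 60.7% (60.2 to 61.3%) of DMSO peaks were called with WX-02-23, and 6358 WX-02-23 peaks (24.6%, 24.1 to 25.1%) were gained. In C258A cells, 90.8% (90.3 to 91.3%) of DMSO peaks were called and 8559 peaks (41.5%, 40.9 to 42.2%) were gained. These lists differed in length, from 13299 to 31735 peaks. With all 4 lists reduced to 13299 peaks, the kept shares were 66.8% (66.0 to 67.6%) in WT and 77.4% (76.7 to 78.1%) in C258A cells. The order of the gained counts turned round at that length, with 4330 in WT and 3048 in C258A cells. Of the sites gained in C258A cells at the deposited lengths, 71.5% (70.5 to 72.4%) were peaks of the WT DMSO list, while 3.87% (3.42 to 4.37%) of the sites gained in WT cells were peaks of the C258A DMSO list. Absent from both DMSO lists, at the deposited lengths, were 6112 (23.6%) of the WT and 2441 (11.8%) of the C258A peaks called with WX-02-23. With 13299 peaks per list, only absence from the WT DMSO list was computed. It was 32.6% for the WT and 29.0% for the C258A peaks called with WX-02-23.

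To ask whether the sites that changed in parental cells changed in the engineered lines, each parental set was looked up in the induced lists. Of the 2667 gained sites, 22.8% (21.2 to 24.4%) were WT peaks with DMSO and 30.2% (28.5 to 32.0%) with WX-02-23. In C258A cells 7.76% (6.81 to 8.84%) were peaks with DMSO and 17.7% (16.3 to 19.2%) with WX-02-23. Equal length of all lists moved 3 of these shares most, to 10.9% and 17.6% in WT cells and to 11.4% in C258A cells with WX-02-23. The C258A share with DMSO moved most under a reciprocal overlap of 50%, to 11.8%. The 1520 sites called with WX-02-23 alone rose from 24.9% to 33.5% in WT and from 7.96% to 18.9% in C258A cells. With the 4 induced lists at 13299 peaks, these rises were from 11.4% to 21.4% and from 7.96% to 11.8%. The 1111 sites gained with WX-02-43 were called at 6.21% both with DMSO and with WX-02-23 in WT cells at that length.

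Of the 4779 sites lost in parental cells, 39.4% (38.0 to 40.8%) were WT peaks with DMSO and 19.9% (18.8 to 21.1%) with WX-02-23. In C258A cells the share was 15.7% (14.7 to 16.8%) with DMSO and 20.8% (19.7 to 22.0%) with WX-02-23. The direction in C258A cells depended on list length: with 13299 peaks per list, the share fell from 15.7% to 12.2% there and from 16.6% to 8.96% in WT cells. The 11768 sites that parental cells kept went from 55.5% to 48.9% in WT cells and from 31.2% to 45.3% in C258A cells at the deposited lengths. With 13299 peaks per list they went from 34.3% to 33.2% in WT and from 31.2% to 33.8% in C258A cells.

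**Figure D4:**
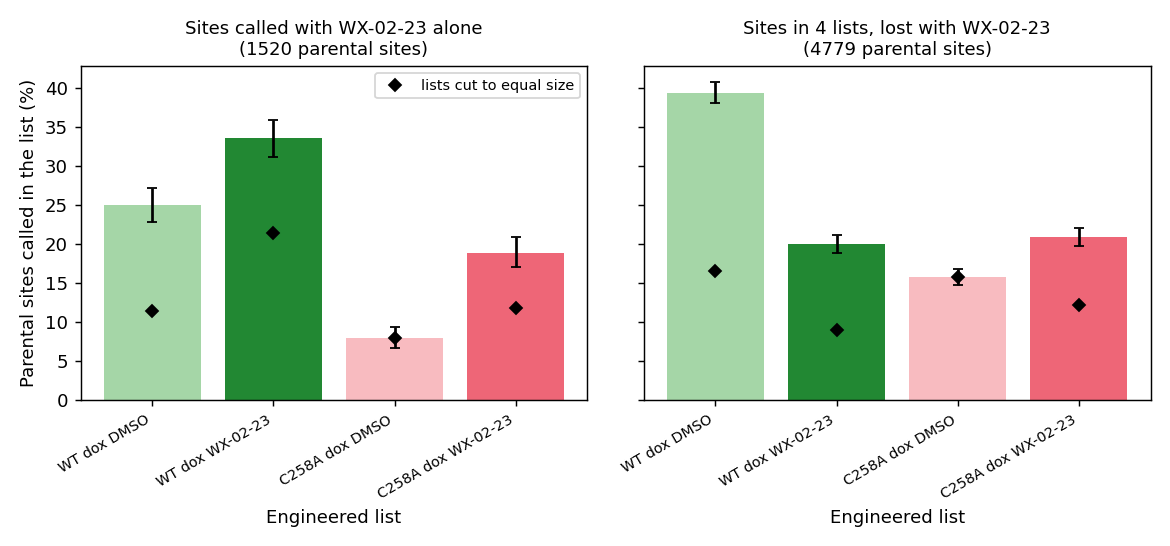
Share of parental sites (y axis, %) called in the 4 induced lists (x axis), for the 1520 sites called with WX-02-23 alone (left) and the 4779 sites lost with WX-02-23 (right), with Wilson 95% intervals. Diamonds give the shares with each list reduced to its 13299 highest-scoring peaks; for lost sites in C258A cells the bars rise from 15.7% to 20.8% and the diamonds fall from 15.7% to 12.2%.

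The 6 peaks named by the fixed rule show these patterns by position, with coordinates of the inferred GRCh37 build. From 248 gained candidates, the strongest lay on chromosome 8 from 84625660 to 84626607 with a score of 634, and ranked 2098 of 17217 in the WX-02-23 list. The next was on chromosome 12 from 45611039 to 45612164 with a score of 529. Both were called in parental and WT cells with WX-02-23 and in none of the other 10 lists. The last, on chromosome 8 from 38140075 to 38141069 with a score of 520, was also called in WT cells with DMSO. From 365 lost candidates, the strongest was on chromosome 3 from 30559389 to 30560785 with a DMSO score of 2354, and ranked 530 of 30557. The others were on chromosome 16 from 65030159 to 65031288 with a score of 2223, and on chromosome 2 from 101726482 to 101727680 with a score of 1909. All 3 were called in every list except parental WX-02-23, WT WX-02-23 and siFOXA1. The rule itself requires the calls with WX-02-23 in both engineered lines, so these peaks are examples and carry no weight as to how often the pattern occurs. Genes near these positions were not analysed here.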

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

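Of the tests in this part, the ones on the short C258A list and on sites missed by WX-02-43 alone, those at equal list length, the odds ratios and the differences between the lines were chosen after the results were seen.

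The first flag is the number of peaks, which moved in opposite directions in the engineered lines. With WX-02-23 it changed by -5886 in WT cells and by 7310 in C258A cells, each from 1 library per condition, and the difference was not tested. Of the sites gained in C258A cells, 71.5% were already peaks of the WT DMSO list, in a test that a list of mostly new sites would have put under 50%. A short C258A DMSO list, from lower depth or enrichment in that library, is therefore a candidate explanation for the rise. The test cannot tell it from a rise of binding at sites that the WT DMSO list also holds. Of all C258A peaks called with WX-02-23, 85.6% were WT DMSO peaks. At equal length, the kept shares of 66.8% in WT and 77.4% in C258A cells still differed, by less than at the deposited lengths (60.7% and 90.8%). An effect of the C258A change on FOXA1 binding without the compound stays open and was not tested.

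The other flag is the share of the 4779 parental lost sites called in each line. With WX-02-23 it changed by -19.4 percentage points in WT cells and by 5.08 in C258A cells, and the difference was not tested. The rise in C258A cells does not survive equal list length, where the share fell by 7.64 points in WT cells and fell by 3.56 points in C258A cells. So the opposite directions may reflect list length, as the 12.2% of these sites called in C258A cells with WX-02-23 at equal length shows.

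At equal length the 11768 kept sites changed by -1.15 points in WT and by 2.63 in C258A cells. Set against these changes, the falls at lost sites were close in size in both lines. Retention was also compared among peaks matched on score. Among WT DMSO peaks, 1875 lay at lost sites and 45.9% of them were retained with WX-02-23, against 70.2% (68.3 to 72.1%) of score-matched peaks at kept sites. The score in the WT DMSO list alone thus does not account for this deficit of -24.3 points. The lost sites were selected for absence from the parental WX-02-23 list and the kept sites for presence in it. Their median parental DMSO scores also differed, at 266 and 567. Some deficit may therefore be built in, and the test cannot decide about weak sites that any shallower library drops. Sites missed with WX-02-43 alone gave 6.56 points (3.28 to 9.69) in the same test in WT cells and 0.474 (-2.84 to 3.79) in C258A cells. They showed no deficit beyond the range of the matched lists in either line. By definition these sites were called with parental WX-02-23, and the outcome is again a call with WX-02-23. The test thus cannot decide about sites that any one parental library misses. The WX-02-43 set is weaker, with a median DMSO score of 189 against 266.

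In C258A cells the corresponding deficit was -7.96 points (-9.55 to -6.23), with 85.7% retained against 93.6%. In percentage points it is smaller than in WT cells by more than the spread of the matched lists, the criterion written before the value was seen. The criterion is met at equal length as well, with -26.0 (-29.1 to -23.1) in WT and -15.9 (-18.3 to -13.4) in C258A cells. With the counting error of the peaks at lost sites included, the lines differed by -16.4 points (-20.6 to -12.2) at the deposited lengths and by -10.1 (-16.3 to -3.90) at equal length. Odds ratios were added after these values were seen, because the matched retention differs between the lines, at 70.2% and 93.6% as deposited and at 71.4% and 81.6% at equal length. As log2 odds ratios the deficits were -1.47 (-1.60 to -1.34) in WT and -1.30 (-1.74 to -0.93) in C258A cells, and -1.59 (-1.81 to -1.39) and -1.21 (-1.45 to -0.98) at equal length. The lines then differed by -0.18 (-0.72 to 0.36) and by -0.38 (-0.81 to 0.05), ranges that include 0. In points the score-matched deficit is thus larger in WT cells at both lengths. On the odds scale a deficit of like size in both lines is not excluded. Whether the loss depends on the cysteine that the C258A form lacks cannot be told apart from a loss that does not, because the answer changes with the scale and each line has 1 library per condition. The endogenous FOXA1 of both lines is a further limit: without doxycycline, 95.5% of WT and 92.8% of C258A peaks were parental DMSO peaks, and the labels describe an antibody against FOXA1 and no tag that would separate the induced protein.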

How the results depend on the processing

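For the 28 results given with alternatives, 136 alternative values were computed, of which 60 stayed within the interval or within 1.5 times the count and 76 moved; no called direction was involved, since none of these values has a test. Alternatives for the lost sites and the score-matched comparisons, and one length for both lines in the induction comparison, were chosen after seeing the data. All 20 values from autosomes alone and both from 20 score bins stayed. The order of kept shares, WX-02-23 below WX-02-43 below PladB, and WT below C258A cells with WX-02-23, held under each alternative run on them.

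A reciprocal overlap of 50% moved 15 values. Shares of control peaks kept became 43.6% for WX-02-23, 52.9% for WX-02-43, 85.3% for PladB, 2.40% for siFOXA1, 60.5% for WT and 34.1% for C258A induction, and 58.3% for WT and 89.0% for C258A cells with WX-02-23. Gained WX-02-43 peaks became 2067. Gained parental sites were called at 27.0% in WT DMSO, 11.8% in C258A DMSO and 21.2% in C258A WX-02-23. Lost sites were called at 17.0% in WT WX-02-23, 13.1% in C258A DMSO and 18.4% in C258A WX-02-23. A stricter overlap lowers kept shares by construction.

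A gap of up to 500 bp moved 5 kept shares, to 48.1% for WX-02-23, 56.4% for WX-02-43, 88.6% for PladB, 36.3% for C258A induction and 62.1% for WT WX-02-23. A looser overlap raises them by construction.

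Taking the top 50% of both lists moved all 16 values. In the same order of comparisons (WX-02-23, WX-02-43, PladB, siFOXA1, WT induction, C258A induction, WT WX-02-23, C258A WX-02-23), kept shares became 47.8%, 57.0%, 91.5%, 4.50%, 70.7%, 33.7%, 60.0% and 92.0%. Gained counts became 1275, 353, 2634, 735, 12851, 4496, 3325 and 4198 peaks, mostly because fewer peaks enter.

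Taking the top 50% of the queried list against the whole other list also moved all 16. Kept shares in that order became 72.6%, 87.2%, 99.8%, 6.95%, 90.1%, 55.8%, 82.2% and 99.1%. Gained counts became 432, 58, 157, 651, 11586, 4117, 1184 and 1520 peaks. Kept shares rose in all 8 comparisons, as peaks in the top 10% of each control list by score were kept more often than those in the lowest 10%.

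Lists of equal size moved 20 values. Kept shares in that order became 68.6%, 80.4%, 85.2%, 23.0%, 34.2%, 34.1%, 68.1% and 77.4%, each pair cut to its shorter list. Gained counts that moved were 5247 for WX-02-23, 3383 for WX-02-43, 5708 for WT induction and 3048 for C258A WX-02-23. Gained parental sites were called at 10.9% in WT DMSO, 17.6% in WT WX-02-23 and 11.4% in C258A WX-02-23. Lost sites were called at 16.6% in WT DMSO, 8.96% in WT WX-02-23 and 12.2% in C258A WX-02-23, so that the change in C258A cells turned from a rise to a fall. The deficit of retention in C258A cells became -15.9 points, and that in WT cells stayed within its range at -26.0. The excess absence from DMSO at sites of WX-02-23 alone became 23.9 points in WT cells and stayed within its range in C258A cells. Equal size removes the weaker peaks of the longer list by construction.

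With the lists of both lines at 8575 peaks, the kept shares on induction became 34.2% in WT and 33.1% in C258A cells.

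Defining gained sites by their absence from 4 parental lists moved 2 shares, to 24.9% in WT DMSO and 33.5% in WT WX-02-23, and the cause was not tested.

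Analyses of motif content, promoter share and genes near peaks, fixed before the data were examined, were not run, since no genome of the files' build was used here. Leaving out a replicate was not possible with 1 library per group. No paired analysis was possible because each group has 1 library. The unknown read depth limits each comparison of list lengths and of gained and lost counts, and equal list size corrects for length and not for enrichment.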

Other observations

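In this part, the tests on knockdown peaks, on gained sites after knockdown and on gene density, the simulation of unchanged libraries, and the odds ratios and equal-length values for sites of WX-02-23 alone were chosen after the results were seen.

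The shortness of the stereoprobe lists leaves room for a technical reading. Of the 10% of DMSO peaks with the highest scores, 97.5% were called with WX-02-23 and 100% with WX-02-43, both over the 95% set in advance for a weaker or shallower library that drops the weakest control peaks. Such a library may therefore account for the length of both lists. It leaves part of the WX-02-23 losses open, since 88.7% of the DMSO peaks in the next 10% were called with WX-02-23 and 99.6% with WX-02-43, a list of similar length. In 20 simulations of unchanged libraries that reassigned list membership by list length, between 2215 and 2363 merged sites were missing from the WX-02-23 list alone, and 4725 were observed. For WX-02-43 the simulated range was 2053 to 2186 and 2001 were observed. The simulation takes no account of score.

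The sites gained with WX-02-23 were weak. They made up 0.697% of the 10% of WX-02-23 peaks with the highest scores, under the 5% set in advance, so peaks near the calling threshold are a candidate explanation for many of them. Signal that does not need FOXA1 is a candidate source of part of them. Of the gained sites, 5.92% were siFOXA1 peaks, against 1.54% (1.12 to 2.02%) of score-matched WX-02-23 peaks shared with DMSO, an excess of 4.39 points. For the sites called with WX-02-23 alone the shares were 2.83% and 1.25% (0.724 to 1.84%). Of the 1111 sites gained with WX-02-43, 10.9% (9.19 to 12.9%) were siFOXA1 peaks, without matching on score. Overlap of gained sites with siFOXA1 peaks was thus not particular to WX-02-23. The comparison fixed in advance was with all WX-02-23 peaks, of which 7.80% were siFOXA1 peaks. It was replaced because strong peaks were still called after knockdown more often than weak ones, and gained sites are weak. Most gained sites had no siFOXA1 peak, which in a list of 3018 peaks does not show that they need FOXA1. A difference of the DMSO library that every other library shares is argued against as the main source by the 43.0% of gained sites called with WX-02-43, PladB or siControl, under the 50% set in advance. On merged sites the observed share was 41.4%, and simulated unchanged libraries gave 74.4 to 76.4%. The number of sites called with WX-02-23 alone was 1520, against 1194 to 1302 in the simulations, while WX-02-43 alone had 309 against 1232 to 1381. These simulations take no account of score. They thus cannot decide whether the gained sites differ from those of an unchanged but weaker or shallower library.

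Gained sites were called more often in WT than in C258A cells with WX-02-23. A longer WT list is argued against as the whole reason by a difference of 6.16 percentage points that remained at equal list length. Among WT peaks with WX-02-23, those at sites of parental WX-02-23 alone were absent from WT DMSO 15.4 points (12.3 to 18.4) more often than score-matched peaks. The score in the WX-02-23 list alone thus does not account for the excess. These sites were selected for absence from the parental DMSO, WX-02-43, PladB and siControl lists, and the control peaks were not. Some excess may therefore be built in, and the test cannot decide about weak sites that another library misses by chance. C258A cells gave 15.4 points too (10.5 to 19.9), from other baselines: 34.6% against 19.1% in WT and 58.4% against 43.0% in C258A cells. As log2 odds ratios these were 1.16 (0.88 to 1.45) and 0.90 (0.61 to 1.17). At equal list length the excess was 23.9 points (19.3 to 28.2) in WT and 13.5 (7.87 to 19.1) in C258A cells. With counting error of both sets of peaks, the WT value exceeded the C258A value there by 10.4 points (-1.15 to 21.7), or 0.55 (-0.24 to 1.30) as a log2 odds ratio. The excess is thus present in both lines, and these values leave open whether it differs between them. The endogenous FOXA1 that both lines keep may contribute to it, which was not tested.

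Peaks added by doxycycline were shifted in their shares towards gene-poor chromosomes, relative to the peaks called without it. Across the 22 autosomes, the log2 ratio of a chromosome's share of added peaks to its share of peaks without doxycycline fell with the density of protein-coding genes, with Spearman's rho of -0.823 (Pearson's r -0.828) in WT and -0.724 (-0.840) in C258A cells. Without chromosomes 19 and 17, the densest, rho was -0.774 and -0.638, and r was -0.775 and -0.627. Chromosome 19 held 0.602% of added autosomal peaks against 1.44% of the peaks without doxycycline in WT cells, and 0.382% against 1.34% in C258A cells. Chromosome 4 held 9.26% against 7.36% in WT and 9.77% against 7.72% in C258A cells. Of 8 such relations computed, the peaks that PladB added to DMSO gave a rho of 0.622 and those that siControl added 0.438. A reading in which any longer list shifts towards gene-poor chromosomes predicts negative values there, so it is argued against. The peaks by which parental DMSO exceeds the lists without doxycycline gave 0.542 for WT and 0.826 for C258A. Peaks added with WX-02-23 gave -0.226 and those with WX-02-43 0.187. Chromosomes are not replicates, so no p-value is given. GC content was not analysed here, and libraries of the induced samples could differ in it, so a GC bias remains open beside a larger relative gain of FOXA1 binding on gene-poor chromosomes.

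Peaks called only after knockdown clustered. Of the 1685, 45.6% (43.2 to 48.0%) had another knockdown peak within 10 kb, against 21.5% of the 1333 peaks called in both lists and 5.20% of the 3018 strongest siControl peaks measured among themselves. The 5 bins of 1 Mb with the most of them held 245 (14.5%), with 81 on chromosome 4 from 9000001 to 10000000, where the siControl list had 2, and 61 on chromosome 7 from 61000001 to 62000000, where it had 4. Repeated or high-copy sequence is a candidate source, and the test could have come out the other way, but no repeat annotation was used here. Of the 1685, 1.01% were parental DMSO peaks, 1.48% parental PladB peaks, 3.32% parental WX-02-43 peaks and 4.63% parental WX-02-23 peaks. In contrast, 1200 of the 1333 shared peaks were parental DMSO peaks.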
